# Patterning Defects in Mice with Defective Ventricular Wall Maturation and Cardiomyopathy

**DOI:** 10.3390/jcdd12060224

**Published:** 2025-06-12

**Authors:** Javier Santos-Cantador, Marcos Siguero-Álvarez, José Luis de la Pompa

**Keywords:** cardiac chamber development, cellular heterogeneity, patterning, cardiomyopathy, LVNC, Mib1, Nrg1

## Abstract

Ventricular chamber development involves the coordinated maturation of diverse cardiomyocyte cell populations. In the human fetal heart, single-cell and single-nucleus RNA sequencing technologies and spatial transcriptomics reveal marked regional gene expression differences. In contrast, the mouse ventricular wall appears more homogeneous, except for a transient hybrid cardiomyocyte population co-expressing compact (*Hey2*) and trabecular (*Irx3*, *Nppa, Bmp10*) markers, indicating a transitional lineage state. To further investigate this, we used in situ hybridization (ISH) to examine the expression of a selected set of cardiomyocyte markers in normal and left ventricular non-compaction cardiomyopathy (LVNC) mouse models. In developing mouse ventricles, the expression of key marker genes was largely restricted to two wide myocardial domains, compact and trabecular myocardium, suggesting a less complex regional organization than the human fetal heart. Other markers labeled endocardial and coronary endothelial cells rather than cardiomyocytes, differing from patterns observed in the human heart. In the LVNC model, various markers exhibited altered spatial expression, indicating that the precise regional organization of gene expression is critical for normal ventricular wall maturation. These findings underscore the critical role of spatially regulated gene programs in ventricular chamber development and point to their potential involvement in cardiomyopathy pathogenesis.

## 1. Introduction

The vertebrate heart starts as a linear tube and undergoes complex morphogenesis to form a four-chambered organ [1,2]. Central to this process is the coordinated growth and differentiation of the ventricular myocardium into trabecular and compact layers [3,4]. Trabeculation is the first sign of ventricular development, where cardiomyocyte projections lined by endocardium extend into the lumen, increasing surface area and supporting early cardiac output [5,6]. This is followed by compact myocardium expansion and trabecular remodeling, which contribute to ventricular wall thickening, the conduction system [7], and coronary vasculature [8]. These processes result in a postnatal heart with a thick compact myocardium and smooth ventricular surface [9,10,11]. Single-cell transcriptomic analyses have revealed distinct gene expression profiles across myocardial regions in both embryonic and adult human hearts [12,13,14]. More recently, single-cell and single-nucleus RNA sequencing combined with spatial transcriptomics have highlighted the remarkable heterogeneity of ventricular cardiomyocytes during human heart development [15,16]. The trabecular myocardium is closely linked to the ventricular conduction system (VCS), which enables rapid electrical signaling [17]. Markers like *IRX1*, *IRX2*, *IRX3*, *GJA5*, and *CGNL1* identify regions fated for VCS development [15]. In contrast, the compact myocardium expresses *HEY2* and *PLK2*, linked to epicardial-proximal cardiomyocytes [15]. Partial overlap of *IRX3* and *HEY2* defines a transitional hybrid zone [15], reflecting the spatial dynamics of ventricular maturation [10,18]. Genetically modified mouse models have shed light on pathways regulating ventricular patterning. NRG1 gain-of-function (*R26Nrg1^GOF^*; *Nkx2.5^Cre^*) causes premature VCS differentiation [19], while the loss of MIB1-NOTCH signaling (*Mib1^flox^*; *Tnnt2^Cre^*) results in left ventricular non-compaction cardiomyopathy (LVNC), marked by excessive trabeculation, impaired ventricular wall maturation, and cardiac dysfunction [9,20]. Temporally controlled inactivation of Nkx2-5 in trabeculae causes hypertrabeculation, fibrosis, and VCS hypoplasia [21]. These models highlight the importance of precisely regulated gene expression in maintaining the structural and functional integrity of the ventricular wall.

In this study, we utilized ISH to map the expression of key ventricular wall markers in mouse hearts at embryonic day 15.5 (E15.5), corresponding to approximately 13 post-conception weeks (p.c.w.) in humans. This allowed cross-species comparison of spatial gene expression, revealing both conserved and species-specific features of ventricular wall maturation. We examined both normal and mutant mice to identify marker-associated defects. Our findings contribute to a molecular map of the developing ventricular wall, offering new insights into the genetic and cellular mechanisms underlying myocardial patterning and function.

## 2. Materials and Methods

### 2.1. Mouse Lines and Genotyping

We used a conditional *Mib1^flox^* mouse line [9] and the myocardium-specific driver strain *Tnnt2^Cre^* [22]. Both mouse lines were genotyped as described and maintained in a C57BL/6 inbred background. Animal studies were approved by the CNIC Animal Experimentation Ethics Committee and by the Community of Madrid (Ref. PROEX 054.6/25). All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enacted in Spanish law under Real Decreto 118/2021 (modification on Real Decreto 53/2013) and Law 32/2007.

### 2.2. Tissue Processing

Mouse embryos were dissected at E15.5 in ice-cold PBS 1x and torsos were fixed overnight in 4% PFA at 4 °C using a shaker. After fixing, torsos were dehydrated through multiple graded ethanol washes and embedded in paraffin for microtome sectioning. Paraffin blocks were kept at room temperature prior to sectioning.

### 2.3. Bright Field Imaging

Images of ISH stainings were obtained with an Olympus BX51 fluorescence microscope (Tokyo, Japan) coupled to an Olympus DP71 camera (Tokyo, Japan) and the CellSens Entry software (version 5.1).

### 2.4. RNA-Seq Data Analysis

Differential expression data on the *Mib1^flox^*; *Tnnt2^Cre^* [9] and *R26RNrg1^GOF^*; *Nkx2.5^Cre^* [19] models were obtained from previously published experiments. The analysis was performed with the EdgeR R library (v4), and differential gene expression was tested using a generalized linear model contained in the library. Genes showing altered expression with an FDR < 0.05 were considered differentially expressed.

### 2.5. RNA Probe Synthesis and In Situ Hybridization on Sections

Antisense RNA probes were designed to be exon-spanning and complementary to the 3′ region of the transcripts of interest. 

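To place the probe fragments on the genome, the primers of Table 1 were matched to the GENCODE M21 transcripts of the mouse genome build GRCm38. Where both primers of a gene matched without mismatch, the fragment was followed on the transcript with the longest coding sequence, from the 5′ end of the forward primer to the 5′ end of the reverse primer. Such a match was found for 5 genes, and each of the fragments crossed at least 1 exon junction. The *Irx1* fragment ran from base 823 to base 1573 of a transcript of 2373 bases, from exon 2 to exon 3, on chromosome 13 from 71958948 to 71959974. The *Irx2* fragment ran from base 1466 to base 2295 of 2625, from exon 3 to exon 5, on chromosome 13 from 72631822 to 72633868. It held 199 coding bases and 631 bases of the 3′ untranslated region. The fragments of the other genes lay wholly in coding sequence. The *Plk2* fragment ran from base 1317 to base 2096 of 2800, from exon 9 to exon 14, on chromosome 13 from 110398411 to 110400140. The *Cgnl1* fragment ran from base 1782 to base 2227 of 6754, from exon 3 to exon 7, on chromosome 9 from 71715383 to 71723546. The *Hcn4* fragment ran from base 1368 to base 1868 of 6118, from exon 3 to exon 6, on chromosome 9 from 58853441 to 58858004. Counted from the 5′ end, the midpoint of the fragment lay at 71.6% of the transcript for *Irx2*, 60.9% for *Plk2*, 50.5% for *Irx1*, 29.7% for *Cgnl1* and 26.4% for *Hcn4*. These positions come from the annotation and have no replicate error.

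**Figure D1:**
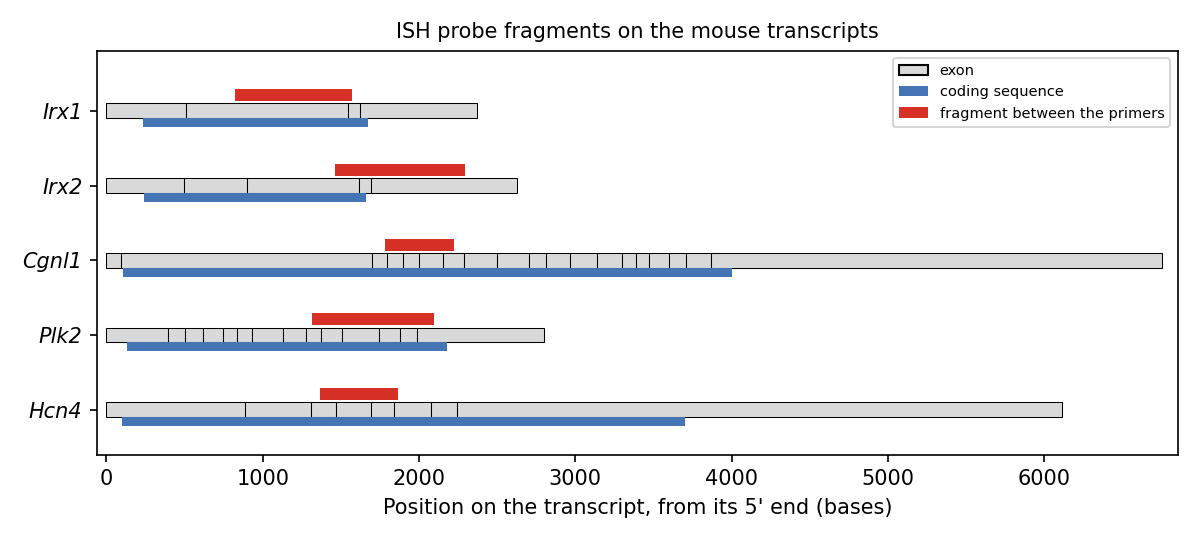
Position of the probe fragments of *Irx1*, *Irx2*, *Cgnl1*, *Plk2* and *Hcn4* on their transcripts, in bases from the 5′ end. Grey boxes are exons, blue bars the coding sequence and red bars the fragments, of which the *Irx2* fragment reaches furthest toward the 3′ end of its transcript, with its midpoint at 71.6%.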

Probes for *Irx3* [23], *Bmp10*, *Gja5*, *Anf*, and *Hey2* [9] were described and used in previous literature. 

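These 5 genes lie on separate chromosomes of GRCm38. *Irx3*, an Iroquois homeobox gene, is on the minus strand of chromosome 8 from 91798525 to 91802067, and its transcript with the longest coding sequence has 4 exons and 2610 bases, of which 1566 are coding. *Bmp10*, which encodes a bone morphogenetic protein, is on the plus strand of chromosome 6 from 87428994 to 87437677, with 2 exons and 1263 coding bases. *Gja5*, the gene for the gap junction protein Cx40, is on the plus strand of chromosome 3 from 96904693 to 97077416, with 4 exons and 1104 coding bases. *Anf* is annotated as *Nppa* on the plus strand of chromosome 4 from 148000722 to 148002079, with 3 exons and the shortest transcript of these genes, 865 bases, of which 456 are coding. *Hey2* is on the minus strand of chromosome 10 from 30832359 to 30842801, with 5 exons and 1017 coding bases.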

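In the search without mismatch, the *Irx1* primers CAGCAAGGACCAGGAAGACG and ATCCGGTCTGGTGACTAGGT bounded a fragment of 751 bp. The *Cgnl1* primers ACCTCAAAGAAGGAGGCACA and CATTTCCGACAGCTGGTCCT bounded 446 bp in each of 3 annotated transcripts, and the *Hcn4* primers GCATGATGCTTCTGCTGTGT and CCAGCTTTCGGCAGTTAAAG bounded 501 bp. The *Irx2* primers GGGCCTTCTGCGGTACAATA and TTTCTTGTAGGCGCGTCTGT bounded 830 bp, where the paper's reported value is 850 bp. The *Plk2* primers CGGCATGATTTGAAGAAAGTGTCGAT and CGTCAGTCTGAAAGTTGTAGAGATCC bounded 780 bp, where the paper's reported value is 811 bp. Of the alternatives tried, a genomic template in place of the transcript moved the lengths most, to 8164 bp for *Cgnl1*, whose forward primer crosses the junction of exons 3 and 4. For the other 2 genes, 1 primer of each pair was placed. The *Etv1* reverse primer TCATCCGCCATCTTCCTGTT matched bases 2091 to 2110 of a transcript of 6576 bases, in exon 13 on chromosome 12 from 38865999 to 38866018, whereas its forward primer ACTTAGTCGTTCTCTCGGCT matched no annotated *Etv1* transcript. The *Slit2* forward primer ACAGAATCAGCACCATCGAG matched bases 2152 to 2171 of a transcript of 7785 bases, in exon 3 on chromosome 5 from 47989134 to 47989153, whereas its reverse primer TGTGTTGGTGTCGGATGTGT matched no annotated *Slit2* transcript. Allowing up to 2 mismatches per primer outside its last 5 bases at the 3′ end placed neither of them, and under this rule both primers of a pair met within 3000 bases in 0 other genes.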

The remaining probes were generated using the primers listed in Table 1. ISH was performed on 7 μm paraffin sections as described [24].

## 3. Results

Single-cell RNA sequencing (scRNA-seq) and MERFISH (multiplexed error-robust fluorescence in situ hybridization) analyses of the developing human heart at 13 post-conception weeks (p.c.w.) have revealed distinct gene expression patterns across the ventricular wall [15]. This stage is approximately equivalent to embryonic day 15.5 (E15.5) in the mouse [25] (Figure 1A). In the human heart, *IRX1* and *IRX2* are specifically expressed in the apical region of the trabeculae, within cardiomyocytes destined to form the VCS [15]. The broader trabecular myocardium is characterized by enriched expression of *BMP10*, *IRX3*, *GJA5*, and *CGNL1* (Figure 1B). In contrast, the compact myocardium exhibits expression of *HEY2* and *PLK2*, with *PLK2* marking cardiomyocytes located closest to the epicardium (Figure 1B). Notably, the expression domains of *IRX3* in the trabecular myocardium and *HEY2* in the compact layer partially overlap in a transient region referred to as a “hybrid” ventricular myocardium region [15] (Figure 1B). This region, which marks the boundary between trabecular and compact myocardium, has been similarly identified in mouse models with impaired ventricular development [18] and during ventricular wall maturation [10]. Within the compact layer, *PLK2* partially overlaps with *HEY2*, reinforcing its association with epicardial-proximal cardiomyocytes (Figure 1B).

We used ISH to examine the expression patterns of these marker genes in E15.5 wild-type mouse hearts (Figure 1C). *Irx1* and *Irx2* exhibited partially overlapping expression in the distal region of the trabecular myocardium, mirroring their spatial distribution in the developing human heart [15]. *Bmp10*, *Irx3*, and *Gja5* were broadly expressed throughout the trabecular myocardium, with *Gja5* additionally marking the developing coronary vasculature. In contrast, *Hey2* was predominantly expressed in the compact myocardium (Figure 1C). Interestingly, the most basal/epicardial *Irx3* transcriptional domain partially overlaps with the most apical *Hey2* domain, defining a hybrid region of ventricular myocardium where *Irx3* and *Hey2* are co-expressed [15]. A similar overlap is observed between the *Bmp10* and *Hey2* expression domains (Figure 1C). Notable interspecies differences were observed for *Cgnl1* and *Plk2*: in the mouse heart, *Cgnl1* expression was weakly expressed in the myocardium whereas endocardial transcription was prominent (Figure 1C). *Plk2* was expressed in the ventricular myocardium but was also detected in both the coronary endothelium and endocardium (Figure 1C). Shared domains of expression for genes such as *Irx1*, *Irx2*, *Irx3*, *Bmp10*, and *Hey2* support a conserved molecular architecture, including hybrid regions of co-expression that may reflect transitional myocardial zones. However, species-specific differences in *Cgnl1* and *Plk2* expression, particularly their enriched endocardial and endothelial localization in the mouse heart, underscore the importance of cross-species analysis for interpreting gene function and regulatory dynamics in ventricular development.

We next analyzed the expression of these marker genes using RNA-seq datasets from two mouse models with altered ventricular development: one exhibiting premature differentiation of the ventricular conduction system (*R26Nrg1^GOF^*; *Nkx2.5^Cre^*) [19] and another displaying impaired ventricular wall maturation leading to cardiomyopathy (LVNC, *Mib1^flox^*; *Tnnt2^Cre^*) [9]. In *R26Nrg1^GOF^*; *Nkx2.5^Cre^* hearts, we observed the upregulation of markers associated with the ventricular conduction system and trabecular myocardium differentiation, alongside the downregulation of the compact myocardium marker *Hey2* (Figure 2A). In contrast, these same markers were altered in the opposite direction in *Mib1^flox^*; *Tnnt2^Cre^* hearts (Figure 2B). Together, these findings demonstrate that the expression of ventricular wall markers is disrupted in both models, reflecting distinct yet complementary perturbations in myocardial patterning and maturation associated with the disease.

To directly compare with the LVNC phenotype, we performed ISH on heart sections from wild-type (WT) and *Mib1^flox^*; *Tnnt2^Cre^* embryos at E15.5, using probes for additional trabecular myocardium marker genes, including *Hcn4*, *Etv1*, *Slit2*, and *Nppa* (Figure 2C). The observed expression patterns were largely consistent with our RNA-seq data, confirming altered expression of *Irx1*, *Irx2*, *Bmp10*, *Irx3*, *Gja5*, *Cgln1*, *Hey2*, *Hcn4*, *Etv1*, *Slit2*, and *Nppa* in the mutant hearts (Figure 2C). Specifically, the transcription of *Irx1*, *Irx2* and *Irx3* was reduced in the trabeculae of *Mib1^flox^*; *Tnnt2^Cre^* hearts, although their spatial localization remained largely unchanged. In contrast, *Bmp10*, *Gja5*, *Etv1*, *Slit2*, and *Nppa* showed markedly reduced expression in the trabecular myocardium, indicating a more pronounced disruption of trabecular gene programs (Figure 2C). *Cgln1* expression was specifically diminished in the endocardium while *Plk2* appeared unaffected (Figure 2C). Notably, *Hcn4* expression was slightly reduced in mutants (Figure 2C), consistent with its naturally low levels in the ventricular myocardium at later developmental stages, when the ventricular conduction system becomes more specialized [26]. These findings suggest that impaired maturation of the trabecular myocardium in *Mib1^flox^*; *Tnnt2^Cre^* mutants disrupts conduction system development, potentially contributing to the pathophysiology of LVNC.

The compact myocardium marker *Hey2* exhibited an expanded expression domain extending into the trabeculae in *Mib1^flox^*; *Tnnt2^Cre^* hearts (Figure 2C). This agreed with a mild *Hey2* upregulation observed in the RNA-seq of these mutants (Figure 2B) and [9]. This suggests a disruption in the spatial patterning of the ventricular wall in the context of *Mib1* loss of function. Together, these results confirm and extend our RNA-seq findings, supporting a model in which *Mib1* deficiency disrupts the coordinated gene expression programs necessary for normal spatial organization and maturation of the ventricular wall.

## 4. Discussion

In this study, we analyzed the expression of markers identified in the 13 p.c.w. human ventricular wall [15] in the E15.5 mouse heart, two developmentally equivalent stages. Our findings reveal that these markers define distinct regions within the trabecular myocardium or span the entire compact myocardium, reflecting a more streamlined organization of the developing mouse ventricles. Notably, the trabecular myocardium can be further subdivided into apical cardiomyocytes, which contribute to the formation of specialized cells within the VCS [17], and basal trabecular cardiomyocytes [6].

Recent work by Cui et al. using snRNA-seq and spatial transcriptomics in E15.5 mouse hearts identified seven ventricular cardiomyocyte populations classified according to marker expression levels and spatial localization [27]. A comparison with the eight populations identified by scRNA-seq and MERFISH in human hearts [15] revealed overlapping gene expression signatures in compact (*Hey2*) and trabecular myocardium (*Bmp10, Irx1*, *Irx2*, *Gja5*), as confirmed by our ISH results. These findings highlight conserved gene expression signatures despite differences in overall complexity between mice and humans.

Farah et al. (2024) identified in the developing human heart a transient hybrid ventricular cardiomyocyte population co-expressing the trabecular marker *IRX3* and the compact marker *HEY2* [15]. This aligns with earlier lineage-tracing studies by Tian et al. (2017), which identified a hybrid myocardial zone in early postnatal mouse ventricles, formed by cells originating from both *Nppa^+^* (trabecular) and *Hey2^+^* (compact) lineages [10]. Feng et al. (2022) also identified transient hybrid cardiomyocytes during specific developmental windows in mice [28]. These data reveal the conservation between humans and mice of a transient hybrid ventricular cardiomyocyte population that likely represents the developmental transition of cardiomyocytes originated in the compact myocardium toward a trabecular fate, with the progressive downregulation of compact markers (*Hey2*) and upregulation of trabecular ones (*Irx3*, *Nppa*, *Bmp10*). Notably, studies in mice harboring inactivating mutations in the NOTCH signaling regulator Mindbomb1 (Mib1) or the ligands Jag1 and Jag2 revealed a transient “intermediate myocardium” zone within abnormal trabeculae, composed of *Hey2^+^*, *Bmp10^−^*, and *Cx40^−^* cardiomyocytes, which progressively develop a left ventricular non-compaction (LVNC) phenotype [9,18,20]. Interestingly, we previously identified a distinct inner compact myocardium region adjacent to the trabecular myocardium that is absent in mice with endothelial *Nrg1* loss- or myocardial Nrg1 gain-of-function [19], highlighting the sensitivity of the compact-trabecular transition zone to key signaling pathways. These findings deepen our understanding of ventricular wall morphogenesis and underscore the importance of this transitional region in the pathogenesis of congenital heart disease and cardiomyopathies.

Several genes with altered expression, including *Irx1*, *Irx2*, *Irx3*, *Gja5* and *Etv1*, are implicated in VCS development and function. Given that trabeculae are the progenitors of the VCS [29], dysregulation of these markers may contribute to the arrhythmias and conduction defects seen in LVNC. *Irx1* loss-of-function in zebrafish leads to a dose-dependent heart rate reduction of up to 65% [30,31], while *Irx2* appears largely redundant. In contrast, Irx3 acts as a key regulator of gap junction proteins, promoting *Gja1*/*Cx43* and suppressing *Gja5*/*Cx40* expression [32]. Although *Irx3* shows minor expression changes in *Mib1^flox^*; *Tnnt2^Cre^* mutant mice, the downregulation of *Gja5* suggests additional regulatory mechanisms may contribute to the arrhythmogenic phenotype associated with LVNC. Etv1 is a conserved marker of trabecular myocardium in embryos and the VCS in postnatal hearts, in both mice and humans [15,28]. Its expression is positively regulated by Nrg1 via the Ras-MAPK pathway, as supported by our RNA-seq data and previous studies [33]. *Etv1* inactivation in mouse models leads to VCS hypoplasia and reduced expression of *Gja5* and other conduction genes, resulting in defective conduction [33]. Furthermore, human *ETV1* variants have been associated with conduction disease [33], highlighting the potential role of the Nrg1-Etv1 axis in the pathogenesis of LVNC and related cardiomyopathies.

Although *CGNL1* and *PLK2* show prominent expression in cardiomyocytes in human hearts [15], they are only weakly expressed in cardiomyocytes of developing mouse hearts. Instead, ISH and scRNA-seq data indicate that their transcription is primarily restricted to endocardial and endothelial cells [28,34,35]. *Plk2* is also detected in fibroblasts, where it plays a critical role in maintaining normal cardiac function, as loss-of-function models exhibit pro-fibrotic and arrhythmogenic phenotypes [36,37]. While these markers are valuable for tracing endothelial lineages, their differential expression between mouse and human hearts remains an open question, challenging assumptions about conserved developmental pathways.

In conclusion, our findings show that while the developing mouse and human hearts share conserved gene expression signatures and transitional cardiomyocyte populations, key differences in gene expression levels, cellular composition, and regulatory dynamics persist between species. The identification of hybrid and intermediate myocardial zones in both humans and mice emphasizes the importance of transitional states in ventricular wall maturation and highlights their vulnerability to disruption by genetic or signaling perturbations. Moreover, the distinct expression profiles of endothelial-enriched genes such as *Cgnl1* and *Plk2* point to species-specific adaptations in cardiac development. Continued cross-species analyses integrating spatial, transcriptional, and functional data will be critical for refining our understanding of ventricular morphogenesis and for improving the translational relevance of mouse models in the study of congenital heart disease and cardiomyopathies such as LVNC.

## Figures and Tables

**Figure 1:**
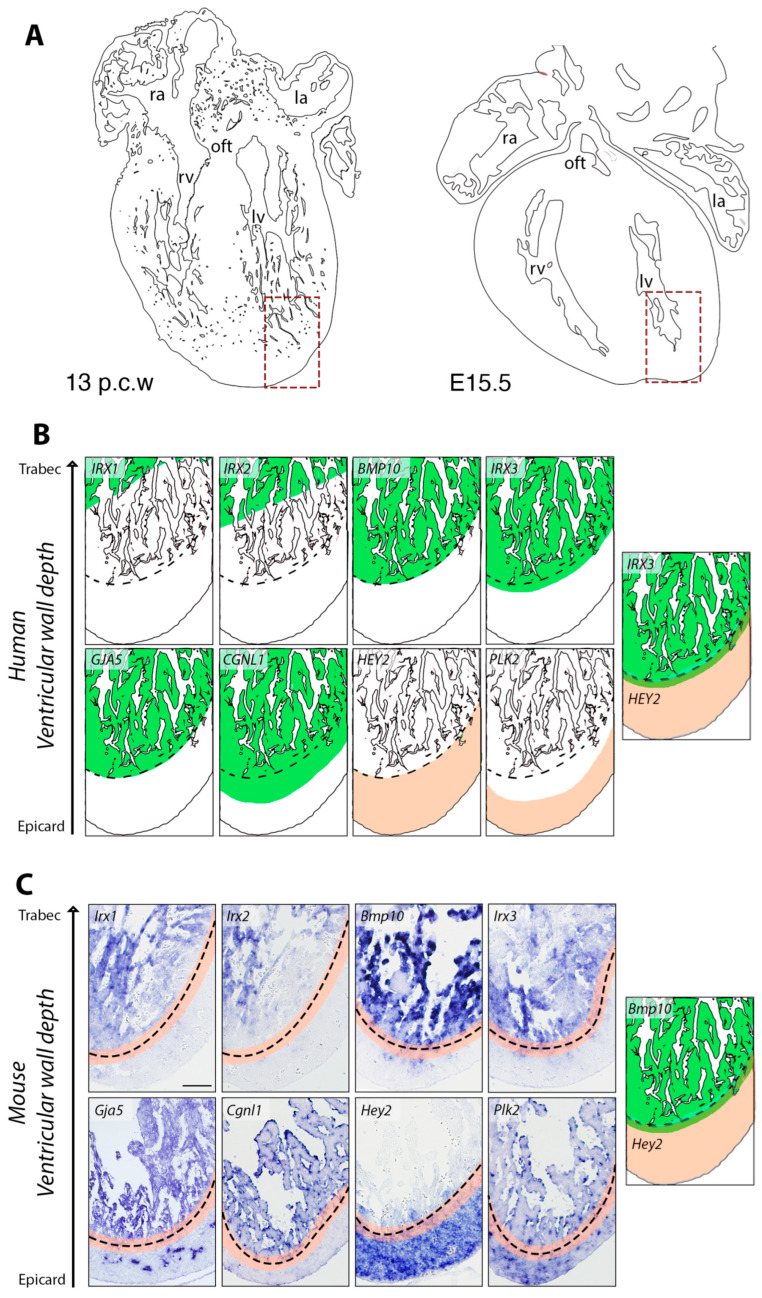
Comparative expression of marker genes in developing human and mouse ventricles. (**A**) Schematic representations of a 13 post-conception week (p.c.w.) human heart and an E15.5 mouse heart. (**B**) Schematic depiction of spatial gene expression patterns (*IRX1*, *IRX2*, *BMP10*, *IRX3*, *GJA5*, *CGNL1*, *HEY2*, and *PLK2*) in the developing 13 p.c.w. human left ventricle, adapted from [15]. Gene expression domains are shown in green and beige, for trabecular and compact myocardium genes, respectively. The scheme on the right shows the overlap between *IRX3* and *HEY2* expression domains. (**C**) ISH analysis of marker gene expression in the left ventricle of E15.5 wild-type mouse embryos. Note Gja5 transcription in developing coronaries. The dashed line marks the boundary between the compact and trabecular myocardium, with their overlapping region highlighted in beige. The schematic on the right illustrates the intersection of *Bmp10* and *Hey2* expression domains within this area. Scale bar: 200 µm.

**Figure 2:**
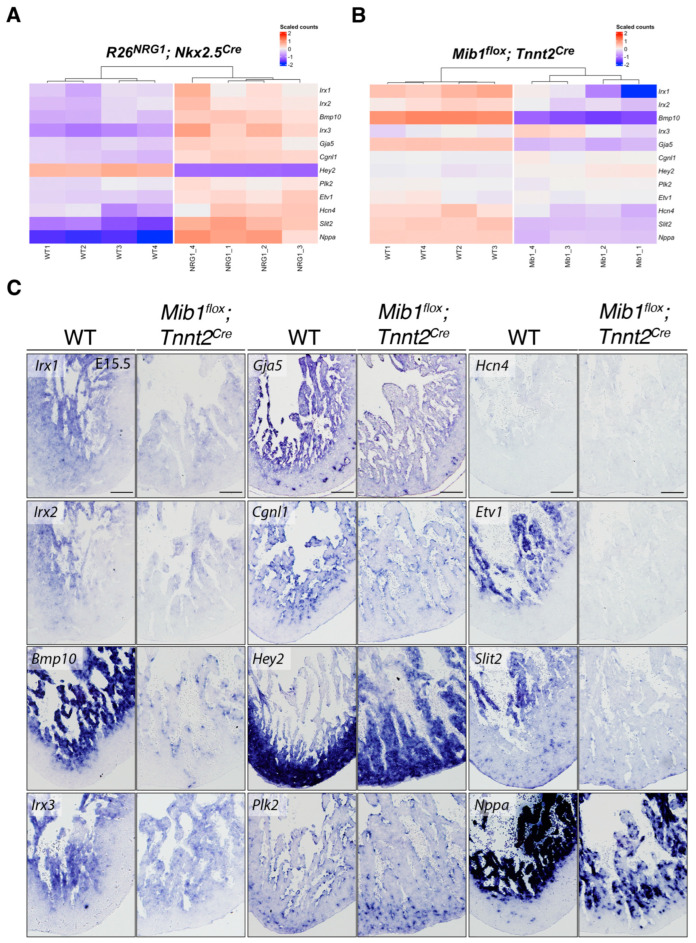
Dysregulated expression of ventricular wall marker genes in mouse models of conduction system mispatterning and cardiomyopathy. (**A**) Heatmap of differentially expressed genes (DEGs) in E15.5 wild-type (WT) and *R26Nrg1^GOF^*; *Nkx2.5^Cre^* hearts, highlighting upregulation of conduction system and trabecular markers, and downregulation of compact myocardium markers. (**B**) Heatmap of DEGs in E14.5 WT and *Mib1^flox^*; *Tnnt2^Cre^* hearts, showing reciprocal changes in gene expression relative to the *R26Nrg1^GOF^*; *Nkx2.5^Cre^* model. (**C**) ISH analysis of selected ventricular wall markers in E15.5 WT and *Mib1^flox^*; *Tnnt2^Cre^* hearts. Note the reduced compact myocardium thickness in mutants. Scale bar: 200 µm.

**Table 1:** List of primers for generation of ISH probes.

Gene	Primers (5′ → 3′)	Fragment Length (bp)
*Irx1*	F: 5′ CAG CAA GGA CCA GGAAGA CG 3′ R: 5′ ATC CGG TCT GGT GAC TAG GT 3′	751
*Irx2*	F: 5′ GGG CCT TCT GCG GTA CAA TA 3′ R: 5′ TTT CTT GTA GGC GCG TCT GT 3′	850
*Cgnl1*	F: 5′ ACC TCA AAG AAG GAG GCA CA 3′ R: 5′ CAT TTC CGA CAG CTG GTC CT 3′	446
*Plk2*	F: 5′ CGG CAT GAT TTG AAG AAA GTG TCG AT 3′ R: 5′ CGT CAG TCT GAA AGT TGT AGA GAT CC 3′	811
*Etv1*	F: 5′ ACT TAG TCG TTC TCT CGG CT 3′ R: 5′ TCA TCC GCC ATC TTC CTG TT 3′	520
*Slit2*	F: 5′ ACA GAA TCA GCA CCA TCG AG 3′ R: 5′ TGT GTT GGT GTC GGA TGT GT 3′	1065
*Hcn4*	F: 5′ GCA TGA TGC TTC TGC TGT GT 3′ R: 5′ CCA GCT TTC GGC AGT TAA AG 3′	501

## Data Availability

RNA-seq data used in Figure 2A,B are deposited in the NCBI GEO database under accession numbers GSE216471 (*Nrg1^GOF^*) and GSE71912 (*Mib1^flox^*).

How the deposited data were processed for this re-analysis (not part of the article)

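The measurements analysed here are RNA-seq of polyadenylated RNA, in single reads, of ventricles from mouse embryos at embryonic day 9.5, with 4 wild-type (WT) samples and 4 samples with *Nrg1* deleted by *Tie2 Cre* in endothelial cells, including the endocardium (*Nrg1 flox*; *Tie2 Cre*). *Nrg1* encodes a ligand that the endocardium sends to the myocardium. These samples differ in stage and genotype from those of Figure 2A and Figure 2B, so no value from them stands beside a sentence on those experiments, and the values are given in the closing section.

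The authors deposited a table of expected counts per gene, which RSEM estimates from reads aligned to GRCm38 with an Ensembl annotation, without scaling for library size or gene length. RSEM shares reads that match several genes among them, so counts of near-identical genes such as *Hba-a1* and *Hba-a2* are uncertain. The RSEM version, the aligner and the use of strand were not found in the paper's text. The table holds 53465 genes, of which 53274 were given a symbol through a table of gene names. The expected counts were rounded to whole numbers. Total counts ranged from 11852372 to 14360323 in WT (median 13251648) and from 12430368 to 14223860 in *Nrg1 flox*; *Tie2 Cre* (median 13192365.5). At the counts of *Nrg1*, from 59 to 173 per sample, counting error is a visible part of the spread between samples.

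Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter by genotype, which kept 14451 genes, and the quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested (FDR threshold 0.05). Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. CPM values are TMM-normalized and given with their SD over 4 samples. For the ventricular wall markers of Figure 2, the direction in Figure 2A was read by eye before the counts were examined, and the mean over 11 markers of direction times log2 difference (prior count 2) was tested with a two-sided exact permutation test over 70 relabellings, whose smallest p is 0.0286. The means of 13 marker gene sets written before the counts were examined were tested in the same way. The text names the genes that the paper names, genes of the sets tested, and the 5 largest rises and 5 largest falls among genes with FDR under 0.05 whose values do not overlap between genotypes.

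Replicate pairs within a genotype differed by more than sampling noise (chi-square over degrees of freedom of at least 3.74), so each sample was counted once. The labels number the samples 1 to 4 in each genotype and name no pairing. On simulated counts for 14451 genes with 200 genes changed, the quasi-likelihood test recovered 97% of the changed genes with 11 false calls. The simulated changes were large, with a median absolute log2 fold change of 2.01 as fitted. The 97% therefore gives no power for smaller changes, such as those of the markers. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), edgeR's likelihood ratio test, upper-quartile normalization, other filters on low counts, removal of hemoglobin and mitochondrial genes, the replicate number as a block, a covariate of Y-linked genes, and each replicate left out in turn. A covariate of the erythroid set and a correction for GC content and gene length were added after seeing the data.

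Primers of Table 1 were matched to the GENCODE M21 transcripts with Python 3.11.15, first exactly and then with up to 2 mismatches outside the last 5 bases at the 3′ end. Genomic distances come from exon coordinates. The ISH images and the RNA-seq of Figure 2A and Figure 2B were not analysed here.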

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

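The tests of GC content and gene length, of one sample far from its group, of the erythroid covariate and of splits by sample number were chosen after the result was seen. In *Nrg1 flox*; *Tie2 Cre* against WT, 1245 of 14451 genes had FDR under 0.05, 739 higher and 506 lower, in samples the paper does not report on. The deleted gene came first as a check of the labels: *Nrg1* counts were 61, 59, 71 and 72 in *Nrg1 flox*; *Tie2 Cre* and 156, 131, 121 and 173 in WT, a log2 fold change of -1.07 (standard error 0.14, adjusted p = 0.00268 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 35 splits of the 8 samples into 4 against 4, 1 gave as many genes, the real one, and the largest number in another split was 2. Sample numbers are shared between genotypes, and among the 8 splits that part all same-numbered samples, again 1 gave as many, a share that cannot go under 0.125. The other 27 splits keep some same-numbered samples together.

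The signal of blood was the largest among the sets. The erythroid set was higher in *Nrg1 flox*; *Tie2 Cre* by 2.26 on the log2 scale (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0743 over 13 sets), with all 10 genes at FDR under 0.05 and no overlap between genotypes. Hemoglobin genes took 3.97% ± 1.77 of counts (SD, n = 4) in *Nrg1 flox*; *Tie2 Cre* and 0.722% ± 0.0609 (SD, n = 4) in WT. An unequal share of blood cells may thus contribute to the 1245 genes. The 10 most abundant genes took a share of counts higher by 1.95 percentage points in *Nrg1 flox*; *Tie2 Cre*, without overlap. Without hemoglobin and mitochondrial genes 1247 genes passed, so the counts those genes take do not account for the number, but other transcripts of blood cells remain in it. With the erythroid set as a covariate 0 genes passed (1758 at an unadjusted p under 0.05), and because the set does not overlap between genotypes, this fit cannot separate blood from genotype.

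Other explanations were tested for the same genes. The ratio of median total counts was 0.996 and the totals overlapped. Y-linked genes differed by 0.69 on the log2 scale with overlapping values. For the atrial, outflow and neural or paraxial sets the smallest exact permutation p adjusted over these 3 sets was 0.171. A single set could not go under 0.0857 and 1 of 8 neural or paraxial genes passed the filter, so other tissue in the dissection is not ruled out. The epicardial and proepicardial set was not among these 3. It was higher in *Nrg1 flox*; *Tie2 Cre* by 0.62 without overlap (exact permutation p = 0.0286, adjusted p = 0.0743 over 13 sets), with 2 of its 8 genes at FDR under 0.05. An unequal share of that tissue may thus contribute too. The outflow and second heart field set was lower by a log2 difference of -0.43 (exact permutation p = 0.0571, adjusted p = 0.106 over 13 sets), and 4 of its 8 genes were lower with FDR under 0.05: *Sema3c* (adjusted p = 0.00414), *Rspo3* (0.00728), *Mef2c* (0.00718) and *Hand1* (0.0169). For the endocardial and endothelial set the exact permutation p was 0.0571. After the correction for GC content and length 1154 genes passed, of which 904 were shared with the 1245. Before the correction the log2 fold change had a Spearman correlation of 0.24 with GC content across genes, which are not independent replicates. Without *Nrg1 flox*; *Tie2 Cre* replicate 1 the number was 2523. Dilution by blood cells would lower cardiomyocyte genes as much as other genes that blood cells do not express. TMM normalization scales all genes of a sample alike, so it leaves that comparison unchanged. The cardiomyocyte set differed by -0.07 on the log2 scale, with 0 of its 12 genes at FDR under 0.05, while 506 genes were lower. This argues against dilution by blood as the account of the lower genes. Other effects of the blood share were not separated from genotype. The number of higher genes cannot be told apart from the blood share, nor either number from other tissue in the dissection. The loss of *Nrg1* remains a hypothesis beside these explanations.

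Of 13 sets, 4 others had an exact permutation p of 0.0286 and an adjusted p of 0.0743. The epicardial and proepicardial set was higher in *Nrg1 flox*; *Tie2 Cre* by 0.62, the hypoxia and stress set by 0.70 and the proliferation set by 0.12 on the log2 scale. The 0.70 rests partly on *Nrg1 flox*; *Tie2 Cre* replicate 1. Its mean of the hypoxia and stress set was 7.84, against 6.44 to 6.55 in the other mutant samples and 6.05 to 6.31 in WT. The Ras-MAPK feedback set was lower, at -0.44. At the smallest p that 4 against 4 samples allow, an adjusted p under 0.05 would need at least 8 of the 13 sets, so a small number of changed sets could not have passed.

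The largest changes were in genes the paper does not discuss, apart from *Slit2*. The log2 fold changes were 3.86 for *Mt2*, 3.66 for *Mt1*, 3.09 for *Mst1*, 3.02 for *Csf2rb2*, 2.96 for *Gm45774*, -3.75 for *Gm10108*, -2.12 for *Rims4*, -1.83 for *Gm9844*, -1.72 for *Slit2* and -1.68 for *Cntn2*. *Mst1*, *Csf2rb2*, *Slit2* and *Cntn2* had FDR under 0.05 in the alternatives that tested them, apart from the erythroid covariate. They also had it in the 8 fits that each left out one replicate. With the erythroid covariate *Mst1* fell to 0.060 and *Csf2rb2* to 0.26, while *Slit2* (-1.27) and *Cntn2* stayed lower. That covariate cannot separate blood from genotype. An unequal share of blood cells may therefore contribute to the rises of *Mst1* and *Csf2rb2*. Counts were low for *Mst1* (8 to 16 in WT) and *Cntn2* (15 to 29 in WT and 3 to 8 in *Nrg1 flox*; *Tie2 Cre*). The other 6 genes did not keep FDR under 0.05 throughout. *Mt2* lost it with limma-voom (2.85, adjusted p = 0.114), the replicate block (adjusted p = 0.0536) and the Y-linked covariate (adjusted p = 0.173), and *Mt1* with the Y-linked covariate (adjusted p = 0.102), each also in 4 of the 8 fits. *Rims4* lost it with the block (adjusted p = 0.084), the Y-linked covariate (adjusted p = 0.09) and 6 of the 8 fits. *Gm9844* lost it with limma-voom (adjusted p = 0.0543), the Y-linked covariate (adjusted p = 0.104) and 7 of the 8 fits. With the replicate block and the correction for GC content and length together, *Mt2*, *Mt1*, *Rims4* and *Gm10108* lost it too. The size of the rise in *Mt1* and *Mt2* rests partly on one sample. *Mt2* counts were 8815 in *Nrg1 flox*; *Tie2 Cre* replicate 1 and 458, 1237 and 957 in the others, against 162 to 286 in WT. Without that sample, edgeR's quasi-likelihood test gave 2.04 for *Mt2* (adjusted p = 0.00228) and 2.17 for *Mt1* (adjusted p = 2.66e-04). The 4 fits in which they lost FDR 0.05 each left out a WT sample. *Gm45774* is annotated antisense to *Mt2* and overlaps it on chromosome 8, so reads of *Mt2* could be counted there if the counting ignored strand, and with the Y-linked covariate its log2 fold change was 2.61 (adjusted p = 0.0691), and it lost FDR 0.05 in 3 of the 8 fits. *Gm10108* is a processed pseudogene with 92 to 164 counts in WT, 34 in *Nrg1 flox*; *Tie2 Cre* replicate 1 and 0 in the other 3, and its reads could belong to a near-identical gene; it lost FDR 0.05 with DESeq2 (-3.68, adjusted p = 0.249), edgeR's likelihood ratio test (adjusted p = 0.0813), the block (-4.27, adjusted p = 0.056), the Y-linked covariate (adjusted p = 0.0508) and 6 of the 8 fits. Neither explanation was tested.

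Within groups, one sample lay far from the others in 14 of 88 groups of 4 samples tested, where chance gives about 4.4, and the values tested are not independent. In 9 of the 14 the sample was *Nrg1 flox*; *Tie2 Cre* replicate 1. The gap to the nearest sample as a share of the range was 0.862 for the cardiomyocyte set, 0.923 for the hypoxia and stress set, 0.847 for the immediate early set, 0.863 for the Ras-MAPK feedback set, 0.887 for *Irx3*, 0.834 for *Mib1*, 0.84 for *Nkx2-5*, 0.914 for *Tnnt2* and 1 for *Gm10108*. The set means of immediate early genes and of hypoxia genes were highest there, and those of cardiomyocyte genes lowest. The Y-linked set was lowest in *Nrg1 flox*; *Tie2 Cre* replicate 2 at 0.988. In WT, *Bmp10* (0.916) and *Hcn4* (0.923) were lowest in replicate 4, *Nkx2-5* (0.851) in replicate 1 and *Rims4* (0.879) in replicate 3. The hemoglobin share was highest in *Nrg1 flox*; *Tie2 Cre* replicate 1, at 6.26% against 1.93%, 3.8% and 3.89% in the other 3. The labels give no batch for these samples, and whether replicate 1 differs by handling or by the embryos it came from was not tested. Every sample had counts of both the female marker *Xist* (2041 to 6631) and the Y-linked *Ddx3y* (78 to 427). A sample may therefore be a pool of embryos of both sexes.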

How the results depend on the processing

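Same-numbered samples deviated together with a mean correlation of -0.016 across genes, against 0.0056 for differently numbered samples, and they are different samples of opposite genotype. With the replicate number as a block, 616 genes passed FDR 0.05, 398 higher and 218 lower in *Nrg1 flox*; *Tie2 Cre*. *Etv1* had a log2 fold change of -0.63 (adjusted p = 0.0635), and the paired exact test of the marker mean, still -0.59, gave p = 0.125, the smallest that 4 pairs allow. With the Y-linked covariate 604 genes passed, 391 higher and 213 lower, and *Etv1* was at -0.64 (adjusted p = 0.0791). Across the 8 fits that each left out one replicate, from 509 to 2523 genes passed, from 335 to 1368 higher and from 174 to 1155 lower. *Etv1* stayed between -0.78 and -0.53 and lost FDR 0.05 in 7 of them. The cause was not tested.

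The other alternatives set before the data were examined gave from 1157 to 1760 genes. With the block and the covariate of Y-linked genes included, *Nrg1* stayed between -1.18 and -1.06 and from 4 to 6 of the 12 markers passed. The marker mean was -0.61 with upper-quartile normalization, -0.59 with DESeq2's size factors, -0.59 with a prior count of 0.5 and -0.58 without hemoglobin and mitochondrial genes, and the median over the markers was -0.41. The marker mean was not computed with the covariate of Y-linked genes, nor for the fits that change only the test across genes. The filter of at least 10 counts in every sample removed none of the markers and left the marker mean as it was.

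With the erythroid covariate, added after seeing the data, 0 genes passed in total, 0 higher and 0 lower, and 0 of the markers. *Nrg1* was at -1.36 and *Etv1* at -0.97 without passing, and these genes changed sign: *Hey2* to -0.26, *Gja5* to 0.75, *Plk2* to -0.70, *Hcn4* to 0.38, *Nppa* to -0.44, *Tnnt2* to 0.36, *Gja1* to -0.57, *Jag1* to 0.032, *Mt2* to -3.10, *Mt1* to -1.83 and *Gm45774* to -0.85. With the replicate block and the correction for GC content and length, also added after, 541 genes passed, 345 higher and 196 lower. *Etv1* was at -0.54 without passing (adjusted p = 0.0587 from edgeR's quasi-likelihood test). *Mt1* (adjusted p = 0.0511), *Gm10108* (adjusted p = 0.0571), *Mt2* (adjusted p = 0.0683) and *Rims4* (adjusted p = 0.0788) lost FDR 0.05 too. The log2 fold changes of *Mib1* (0.0624) and *Nkx2-5* (-0.0606) changed sign. With that correction alone *Mib1* (0.0625) and *Nkx2-5* (-0.0591) did so too. Leaving out one replicate turned the sign in some fits for *Plk2* (-0.0696 to 0.236), *Mib1* (-0.0992 to 0.0256), *Tnnt2* (-0.115 to 0.0052), *Gja1* (-0.0209 to 0.214) and *Jag2* (-0.091 to 0.0689), none of which passed. Apart from fits that leave out a replicate, each named gene in each alternative was compared with its main result. In 34 of these comparisons the gene kept its sign but no longer passed. Some of the 34 had a larger log2 fold change than in the main result and others a smaller one. In 1 comparison the gene newly passed (*Irx1*, -0.41 with the correction for GC content and length). In 15 the sign reversed, including those above. A genomic template lengthened all 5 probe fragments.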

Differences from the paper's values

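No fragment length in Table 1 that could be computed differs from the paper's by more than 1.5 times. The fragment between the *Irx2* primers was 830 bp against the paper's 850 bp, and that between the *Plk2* primers 780 bp against the paper's 811 bp. The exact match, the match with up to 2 mismatches and the longest transcript gave these lengths, and the genomic template gave 2047 bp and 1730 bp, so none of the alternatives set before the data were examined reached the paper's values. The paper describes the probes as complementary to the 3′ region of the transcripts. The midpoints of the *Cgnl1* and *Hcn4* fragments lay at 29.7% and 26.4% of the annotated transcripts, counted from the 5′ end. The *Etv1* forward primer and the *Slit2* reverse primer matched no annotated transcript of their gene.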

Other observations

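No test in this part was chosen after the result was seen, apart from the correction for GC content and gene length. The paper states that ventricular conduction and trabecular markers rise and *Hey2* falls with *Nrg1* gain-of-function in E15.5 hearts (Figure 2A). The E9.5 ventricles with endothelial *Nrg1* loss are another stage and genotype. Over the 11 markers with a direction in Figure 2A, the mean of direction times log2 difference was -0.59 (exact permutation p = 0.0286, two-sided, the smallest possible), and 10 of the 11 moved against the direction of Figure 2A. The mean thus ran against the gain-of-function direction. All directions but that of *Hey2* are rises, so a general fall of those markers would give such a mean too, and the rise of *Hey2* did not pass over all genes. The paper also describes an inner compact region that is missing both with endothelial *Nrg1* loss and with myocardial gain, so the models are not opposite in every respect. The cardiomyocyte set differed by -0.0704 on the log2 scale, less than the markers, so an unequal share of cardiomyocytes as a whole does not account for the mean. That set does not separate trabecular from compact cardiomyocytes, so a smaller trabecular share is not ruled out. An unequal share of endocardial cells was not tested for the markers, and the endocardial and endothelial set differed by -0.13 (exact permutation p = 0.0571). Dilution of cardiomyocyte transcripts by blood cells would have lowered the cardiomyocyte set as much as the markers. Other effects of the blood share on the markers were not separated from genotype, and the mean was not computed with the erythroid covariate. After the correction for GC content and length the mean was -0.62. The marker result remains a hypothesis.

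By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 6 of the 12 markers of Figure 2 had FDR under 0.05, and 8 when adjusted over the 12 alone. *Slit2* fell from 50.3 ± 9.92 CPM in WT to 15.2 ± 2.31 CPM (SD, n = 4 each), with a log2 fold change of -1.72 (standard error 0.15, adjusted p = 0.00119). *Irx3* had a log2 fold change of -1.43 (adjusted p = 0.00471), *Irx2* of -0.75 (adjusted p = 0.00152), *Bmp10* of -0.57 (adjusted p = 0.0159, but 0.0569 with the Y-linked covariate and over 0.05 in 4 of the 8 fits that each left out one replicate) and *Cgnl1* of -0.41 (adjusted p = 0.00185). *Etv1*, which the paper states is positively regulated by Nrg1, had 11.3 ± 2.64 CPM against 17.2 ± 1.62 CPM in WT (SD, n = 4 each), a log2 fold change of -0.62 (standard error 0.16, adjusted p = 0.0383), lower in each of 4 samples than in each WT sample. *Etv1* did not pass with the replicate block (adjusted p = 0.0635), with the Y-linked covariate (adjusted p = 0.0791) or in 7 of the 8 fits that each left out one replicate (adjusted p up to 0.116). *Irx1* (-0.31, adjusted p = 0.0679), *Gja5* (-0.36, adjusted p = 0.377), *Hcn4* (-0.12, adjusted p = 0.485), *Plk2* (0.14, adjusted p = 0.637) and *Nppa* (0.17, adjusted p = 0.329) did not pass, and *Nppa* was the marker that moved with the direction of Figure 2A. *Hey2* was at 87.1 ± 14.1 CPM against 71.8 ± 2.83 CPM (SD, n = 4 each), a log2 fold change of 0.28 that did not pass over all genes (adjusted p = 0.126). In the 8 fits that each left out one replicate, *Hey2* ran from 0.16, without *Nrg1 flox*; *Tie2 Cre* replicate 1, to 0.34 and never passed.

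Of the other genes the paper names, *Jag1* was lower, with a log2 fold change of -0.51 (adjusted p = 0.0124 from the same test). *Mib1* (-0.01), *Nkx2-5* (0.08), *Tnnt2* (-0.08), *Gja1* (0.13) and *Jag2* (-0.04) had adjusted p-values from 0.597 to 0.941. Without replicate 1 of the mutant samples, *Nkx2-5* was higher by 0.22 on the log2 scale with an adjusted p of 0.0149 from edgeR's quasi-likelihood test, the smallest of the 8 fits that each left out one replicate, where it went up to 0.985.

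The paper places *Etv1* downstream of Nrg1 through Ras-MAPK. The mean of the 11 Ras-MAPK feedback genes was lower in *Nrg1 flox*; *Tie2 Cre* by a log2 difference of -0.44 (exact permutation p = 0.0286, adjusted p = 0.0743 over 13 sets), without overlap between genotypes. The gap was small, because *Nrg1 flox*; *Tie2 Cre* replicate 1 was at 4.63 and the lowest WT sample at 4.66. The other mutant samples were at 4.16 to 4.23. Among the 11 genes *Etv5* (adjusted p = 0.0018), *Spry4* (adjusted p = 0.00375), *Etv4* (adjusted p = 0.00575), *Spred1* (adjusted p = 0.00996) and *Spry2* (adjusted p = 0.0361) were lower by edgeR's quasi-likelihood test. *Dusp6*, *Dusp4*, *Spred2* and *Egr1* were lower without passing, and *Spry1* (0.18) and *Phlda1* (0.03) were higher without passing. A lower Ras-MAPK output after loss of *Nrg1* may account for the -0.44, as a hypothesis. No other account of the -0.44 was tested. The outflow and second heart field set was lower as well, at -0.43 (exact permutation p = 0.0571, adjusted p = 0.106 over 13 sets), so an unequal share of tissue is not ruled out.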
